A study of Homo sapiens with 8 samples.

How the data were processed

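RNA was sequenced from 8 samples of BT474, an established human breast cancer cell line with amplified ERBB2. Per the labels, 4 samples were NPY1R high and 4 were NPY1R low, where NPY1R is the gene for the neuropeptide Y receptor Y1. The labels do not state how high and low cells were separated. Per the labels' protocols, cells were seeded on plates below confluence, RNA was extracted on columns with DNase treatment, and libraries were made from 200 ng of RNA with a stranded total RNA kit.

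The authors deposited estimated counts per gene symbol, not scaled between libraries. They are expected counts because between 7.97% and 8.76% of the values in a library are not whole numbers. No aligner, counting tool, genome build or annotation is named in the labels or the file headers, so no coordinates are given here. The deposited table of the whole series was used. The 8 deposited tables of single samples held the same values when matched by symbol, with 0 values differing, although 2 of them list the genes in another order. Every column of the series table matched 1 labelled sample, and the columns of unmatched samples numbered 0. The design had been written for whole-number counts, so the expected counts were rounded to whole numbers before any test.

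Total counts ranged from 18025648 to 30609791 per library. Between 17023 and 17408 genes had a count. The 12 pairs of libraries within a group had chi-square values of 5.99 to 66.05 per degree of freedom, so no library had been deposited more than once. Counts without molecular identifiers are not independent molecules, and counting error is only part of the spread between libraries.

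Genes were filtered with edgeR's filterByExpr on the group (minimum count 10), which left 14008 of 26475 genes, and libraries were scaled by TMM (a trimmed mean of log ratios to a reference library). NPY1R high was compared with NPY1R low by edgeR's quasi-likelihood test without covariates, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Log2 CPM values used a prior count of 2. Single values per library were compared by exact two-sided permutation tests, for which 4 libraries against 4 allow a smallest p of 0.0286.

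A list of 30 study genes and 13 gene sets was written by hand before the data were examined, as were the test and most alternatives. Sets were tested with limma's camera at a preset inter-gene correlation of 0.01 and adjusted over the 13 sets. Named genes were chosen by a rule fixed at the same time. NPY1R was always named, as were the study genes with an adjusted p under 0.05, and ERBB2, ESR1, SGK3 and MKI67 whatever their p. Added to these were the 6 largest changes in each direction among genes past the threshold, with a mean CPM of at least 5 and no overlap between the groups. Of these, 1 of the 6 falls is not reported here. Any other gene was chosen after its values were seen.

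The procedure was tested on simulated counts drawn from the means of these libraries. Of 200 genes changed by a log2 of 1, 178 were recovered (89%), with 13 unchanged genes called. Of 200 changed by a log2 of 0.5, 82 were recovered (41%). With no gene changed, 1 of 13877 was called. These counts held no trend with GC content and no division between replicates, and changed genes had a mean CPM of at least 1. With a GC trend simulated and corrected for, 169 of 200 genes changed by a log2 of 1 were recovered (84.5%), with 20 unchanged genes called. Without the trend, DESeq2 recovered 186 (93%) with 42 unchanged genes called, and limma-voom 173 (86.5%) with 8.

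Alternatives planned before the data were examined were other scalings, other filters on low counts, DESeq2, limma-voom, robust shrinkage, a replicate block, leaving out each library in turn, leaving out ribosomal protein genes, a stricter threshold, and other set tests. The table held no mitochondrial genes, so that part of an alternative removed nothing. A GC offset, the offset with the replicate block, leaving out small non-coding RNAs, a term for replicates 1 and 2 against 3 and 4 with and without the offset, and other TMM reference libraries were added after seeing the data. The GC offset removed each library's smooth trend (a spline with 5 degrees of freedom) of log2 CPM on transcript GC content. Transcript GC and length came from GENCODE release 29, and 97.2% of tested genes had a value. Gene order along chromosomes came from the RefSeq annotation of GRCh38.p14, in which 13787 tested genes had a position.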

Results

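The series title places these samples in a study of breast cancer cells that tolerate lapatinib, an inhibitor of EGFR and ERBB2. The labels name no drug treatment for these 8 libraries. The comparison asks which genes differ in expression between BT474 cells with high and with low NPY1R. Total expected counts in NPY1R high replicates 1 to 4 were 28942416, 25884460, 27577376 and 18025648. In NPY1R low replicates 1 to 4 they were 30609791, 29047927, 22088052 and 25525524. The 10 most abundant genes took from 9.91% to 12.95% of the counts of a library.

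NPY1R, which lies on chromosome 4, had 20354, 19571, 28986 and 17256 counts in the NPY1R high libraries. It had 2707, 2709, 2028 and 2639 counts in the NPY1R low libraries. Its expression was 856.5 ± 170.4 CPM (SD, n = 4) in NPY1R high and 95.5 ± 5.65 CPM (SD, n = 4) in NPY1R low. The log2 fold change was 3.16 (SE 0.13), an 8.96-fold difference, with an adjusted p of 1.14e-06 by edgeR's quasi-likelihood test. Over the alternatives the change ranged from 3.08 to 3.25, and the adjusted p from 2.45e-115 to 2.29e-05.

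In all, 1904 of 14008 tested genes (13.6%) had a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 810 were higher and 1094 lower in NPY1R high, so 42.5% of calls were higher. That split depended on the scaling. Size factors by the median of ratios gave 898 higher and 905 lower (49.8% higher), library totals gave 54.0% higher, and upper-quartile factors gave 56.3% higher. The median log2 change of all tested genes was -0.03 with TMM and 0.03 with upper-quartile factors. At least a 2-fold change was found for 448 of the called genes, 261 higher and 187 lower. The median absolute log2 change of the called genes was 0.55. The groups did not overlap for 2828 tested genes (20.2%), against 2.86% by chance. The common biological coefficient of variation was 13.6%. Among tested genes, 45 had the same counts as another gene in every library, and 2 of these were called, so these symbols are not independent measurements.

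**Figure D1:**
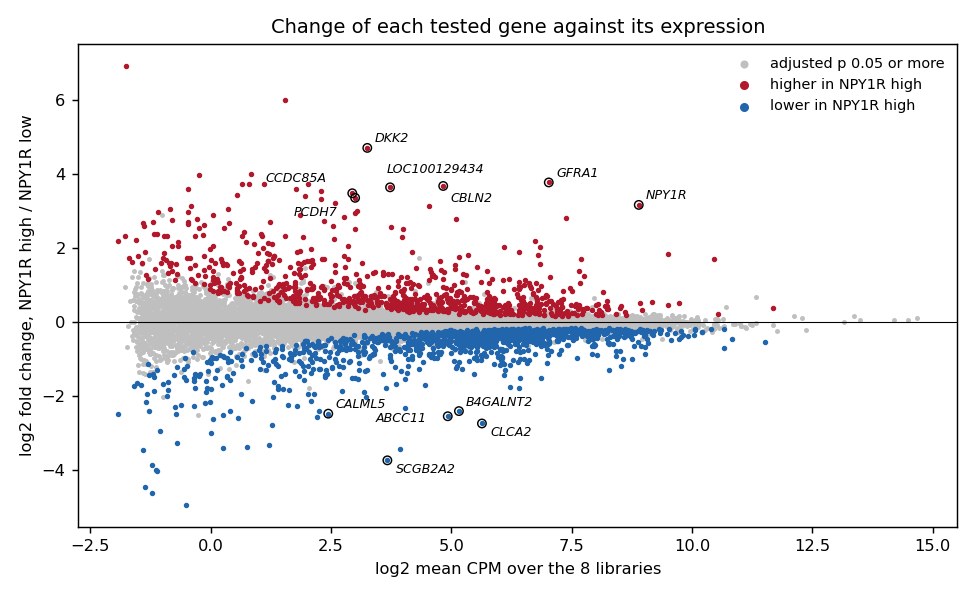
Log2 fold change of NPY1R high over NPY1R low against log2 mean CPM, 1 point per tested gene, with the 810 higher and 1094 lower genes in colour. Circles mark NPY1R and 11 genes named for the largest changes, from DKK2 at 4.70 to SCGB2A2 at -3.74.

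The largest rises by the naming rule were DKK2, with a log2 fold change of 4.70 (SE 0.25), GFRA1 with 3.77 (SE 0.17), CBLN2 with 3.68 (SE 0.22), the long non-coding RNA LOC100129434 with 3.64 (SE 0.28), CCDC85A with 3.48 (SE 0.26) and PCDH7 with 3.36 (SE 0.19). GFRA1 had 242.6 ± 37.9 CPM in NPY1R high and 17.8 ± 3.91 CPM in NPY1R low (SD, n = 4 each). The falls reported by the same rule were SCGB2A2, with a log2 fold change of -3.74 (SE 0.21), CLCA2 with -2.74 (SE 0.22), ABCC11 with -2.55 (SE 0.12), CALML5 with -2.48 (SE 0.49) and B4GALNT2 with -2.41 (SE 0.09). CLCA2 had 12.9 ± 4.49 CPM in NPY1R high and 86.6 ± 11.7 CPM in NPY1R low (SD, n = 4 each). For CALML5, NPY1R low replicate 4 had 55 counts, where the other NPY1R low libraries had 180 to 424, and limma-voom gave an adjusted p of 0.0679. Called genes that rose by more than NPY1R numbered 21, 7 of them with a mean CPM of at least 5. Falls were left out of these counts.

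Of the 30 study genes, 26 besides NPY1R were tested. In edgeR's quasi-likelihood test, 14 passed the threshold over all genes tested, 10 higher and 4 lower, and 16 when adjusted over the list alone. NPY5R rose by a log2 of 2.73 (SE 0.16), from 1.34 ± 0.217 to 8.92 ± 1.19 CPM (SD, n = 4 each). NPY5R overlaps NPY1R in the RefSeq annotation of GRCh38.p14, and how the authors' counting divided shared reads is not stated, so its change is uncertain. NPY2R and NPY had 0 counts and SGK2 had 1 count over the 8 libraries, too few to test. A count of 0 in a library is compatible with up to 3 counts.

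PGR rose from 659.8 ± 85.8 to 2165.4 ± 254.3 CPM (SD, n = 4 each), a log2 change of 1.71 (SE 0.11) with an adjusted p of 1.13e-05 in edgeR's quasi-likelihood test. BCL2 rose by 1.53 (SE 0.11), GATA3 by 0.60 (SE 0.11), ESR1 by 0.59 (SE 0.05), MYC by 0.56 (SE 0.07) and GREB1 by 0.55 (SE 0.09) on the log2 scale. The fall of MKI67 was from 87.7 ± 9.61 to 44.6 ± 6.30 CPM (SD, n = 4 each), a log2 change of -0.98 (SE 0.11) with an adjusted p of 0.00032 in edgeR's quasi-likelihood test. EGFR had a log2 change of -0.85 (SE 0.13) and CDKN1B of -0.33 (SE 0.06). ERBB2 had 3176.7 ± 404.9 CPM in NPY1R high and 3760 ± 658.2 CPM in NPY1R low (SD, n = 4 each), with an adjusted p of 0.306 in edgeR's quasi-likelihood test. This call depended on the model. The ERBB2 adjusted p in the same test ranged from 0.0195 to 0.636 over the alternatives, and was under 0.05 without NPY1R low replicate 4 (0.0493, log2 change -0.32), with the replicate block and GC offset (0.0471), and with a term for replicates 1 and 2 against 3 and 4 and the GC offset (0.0195, log2 change -0.20).

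The other 4 study genes past the threshold changed little and lost it under some alternatives. SGK1 rose by 0.52 (SE 0.15), ERBB4 by 0.33 (SE 0.09) and SGK3 by 0.28 (SE 0.07), and FOXA1 had a log2 change of -0.23 (SE 0.05). Of the 8 fits that each left out a library, 7 lost the call of SGK1, 6 that of ERBB4, 5 that of SGK3 and 2 that of FOXA1, with edgeR quasi-likelihood adjusted p up to 0.0909, 0.0862, 0.0953 and 0.0677.

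**Figure D2:**
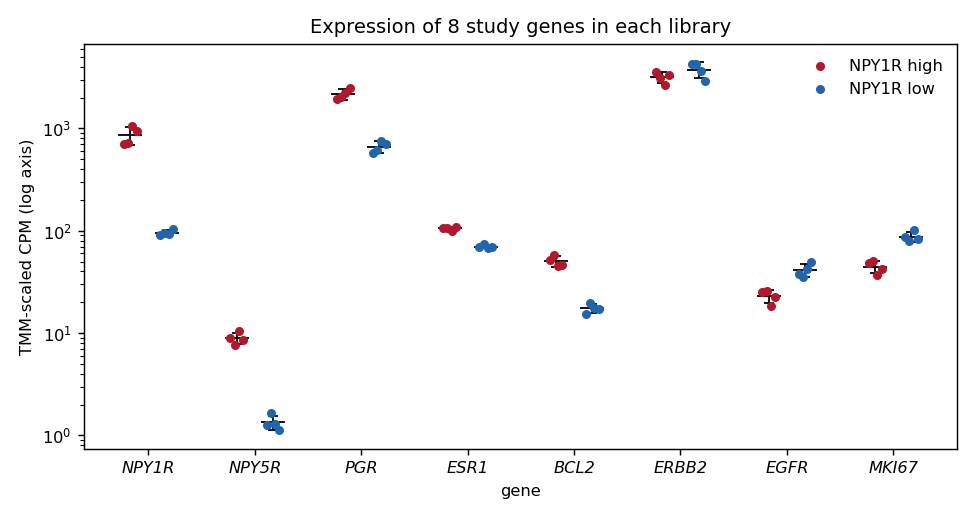
TMM-scaled CPM (log axis) of 8 study genes, 1 point per library, with the mean and SD of each group of 4 as black bars. The NPY1R high and NPY1R low libraries do not overlap for any gene shown except ERBB2.

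Of the 13 gene sets, 7 passed an adjusted p of 0.05 in camera. The same number passed in fry, and 0 passed when camera estimated the correlation within each set, where the smallest adjusted p was 0.0574 and 3 sets had an unadjusted p under 0.05. Genes of the G2 and M phases had a median log2 change of -0.67 (camera adjusted p 5.85e-32). All 52 were lower, 47 of them past the threshold of edgeR's quasi-likelihood test. Their mean level per library differed by -0.69 between the groups, with no overlap (exact permutation p 0.0286, the smallest that 4 against 4 libraries allow). S phase genes had a median of -0.06 (camera adjusted p 0.285).

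The estrogen response set had a median log2 change of 0.18 (camera adjusted p 1.55e-06), with 15 genes higher and 3 lower of 39 tested. The interferon response set also had a median of 0.18 (camera adjusted p 0.00182). The glycolysis and hypoxia set had a median of -0.38 (camera adjusted p 9.29e-05), cholesterol synthesis -0.25 (camera adjusted p 0.00182) and the unfolded protein and integrated stress response -0.20 (camera adjusted p 0.00932). The per-library levels of the stress response set overlapped between the groups. The immediate early and dissociation stress set had a camera adjusted p of 0.0498 and lost the threshold under other scalings. FOXO target, quiescence-associated, senescence-associated secretion, mesenchymal and luminal epithelial sets did not pass.

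**Figure D3:**
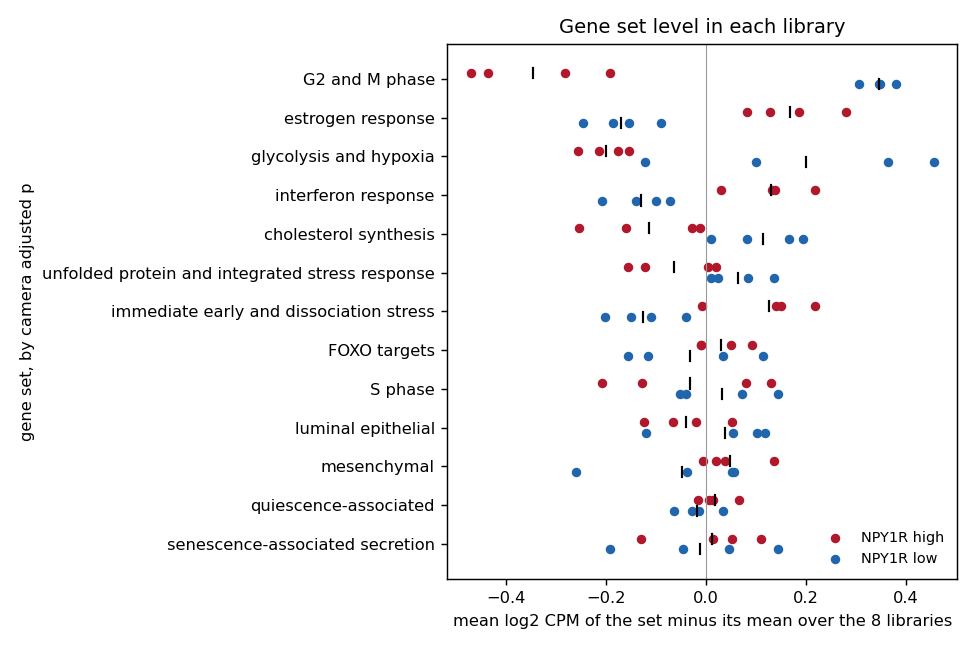
Mean log2 CPM of each gene set relative to its mean over the 8 libraries, 1 point per library, with group means as black bars and sets ordered by camera adjusted p. The G2 and M phase levels lie between -0.47 and -0.19 in NPY1R high and between 0.31 and 0.38 in NPY1R low.

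The first principal component held 42.6% of the variance and separated the groups. The second held 27.1% and followed a trend with transcript GC content. Spearman's rho across genes between a library's deviation and GC content ranged from 0.463 in NPY1R low replicate 1 to -0.545 in NPY1R low replicate 4 (genes are not independent replicates). With each library's GC trend removed, 1821 of the 1904 calls (95.6%) kept their direction and stayed past the threshold. The trend set NPY1R high replicate 3 and NPY1R low replicate 4 apart from replicates 1 of both groups. Between replicates 1 and 2 alone, NPY1R differed by a log2 of 2.94 and the G2 and M set by -0.56. Between replicates 3 and 4 alone, they differed by 3.35 and -0.82. The glycolysis and hypoxia set was less even, at -0.194 in replicates 1 and 2 and -0.605 in replicates 3 and 4. The estrogen response set differed by 0.275 and 0.401.

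**Figure D4:**
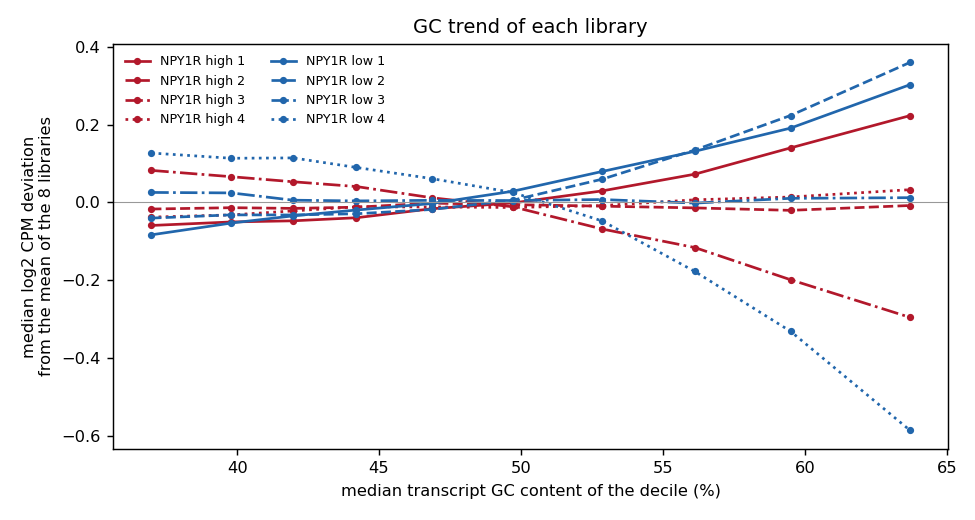
Median log2 CPM deviation of each library from the mean of the 8 libraries, by decile of transcript GC content (%), 1 line per library. In the highest decile the lines run from -0.59 in NPY1R low replicate 4 to 0.36 in NPY1R low replicate 2.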

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

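Small non-coding RNAs took 6.71% of the counts of NPY1R high replicate 2, while the other NPY1R high libraries had 8.67% to 8.95%. The gap to the nearest library was 0.875 of the range of the group, above the critical value of Dixon's test at the 95% level for 4 samples. Of 94 group values tested in this way, 1 stood out, and chance alone gives 4.7. NPY1R low libraries ranged from 5.64% to 8.82%, so the value lies within the range of the other group. Leaving the small non-coding RNAs out before scaling gave 930 higher and 879 lower genes. No biological explanation was tested, since the value sets a single library apart within its group.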

How the results depend on the processing

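Of 46 results under 28 alternatives, 1046 of 1120 values kept their direction and side of the threshold, 53 lost the threshold or fell by more than 1.5 times, 9 moved the other way and 12 reversed. Among the 27 named genes besides NPY1R, 21 kept both under every alternative run, and no named gene reversed. The 6 others were SGK1, SGK3, ERBB4, FOXA1, CALML5 and ERBB2. The rise of NPY1R passed the threshold in every fit. Alternatives are the planned ones, apart from those with the GC offset, leaving out small non-coding RNAs, and the term for replicates 1 and 2 against 3 and 4, which were chosen after seeing the data.

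At an adjusted p under 0.01, edgeR's quasi-likelihood test gave 470 genes higher and 562 lower. In the 8 fits that each left out a library, the genes lower ranged from 625 (without NPY1R high replicate 4) to 1064, and all calls from 1351 to 2132. Between 1283 and 1607 of the 1904 calls remained in the same direction.

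The excess of lower over higher genes came with the choice of TMM reference, a test chosen after the result was seen. The default reference was NPY1R low replicate 4. With each of the other 7 libraries as reference, 49.5% to 53.1% of calls were higher (median 50.8%), against 42.5%. The GC offset did not remove the excess, with 1021 higher and 1540 lower of 2561 calls (39.9% higher). With the GC offset and each of the other 7 references, 46.9% to 52.2% were higher. Why this reference differs from the others was not tested.

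By number alone, the replicates did not meet the criterion for pairs, which every same-numbered correlation had to pass. The deviations of same-numbered libraries from their group means correlated at 0.339, 0.157, 0.0907 and 0.0178 across genes. With the GC trend removed, they correlated at 0.195, 0.185, 0.0864 and 0.108. All were positive. The numbers that end the sample titles alternate between the groups, starting at 2 for NPY1R low replicate 1 and 3 for NPY1R high replicate 1. Same-numbered libraries are thus neighbours in that order, and pairing by number is not excluded. With the replicate block, 805 genes were higher and 1028 lower, and SGK1, SGK3 and ERBB4 were not called. With the replicate block and the GC offset, 1190 were higher and 1821 lower, and ERBB2 was called lower (adjusted p 0.0471 in edgeR's quasi-likelihood test).

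Replicates 1 and 2 of both groups deviated together, as did replicates 3 and 4, a division picked after seeing the data. All 8 correlations between the groups within replicates 1 and 2 or within 3 and 4 were positive, from 0.0178 to 0.501, and from 0.0864 to 0.322 with the GC trend removed. Deviations sum to 0 within a group, so the negative correlations between these subsets are no separate evidence. The labels give no batch. A term for replicates 1 and 2 against 3 and 4 gave 1205 genes higher and 1681 lower, and all 1904 calls remained. With the GC offset as well, it gave 1571 higher and 2331 lower, and 1903 of the calls remained. In both fits 7 sets passed. ERBB2 had an adjusted p of 0.135 with the term and 0.0195 with the term and the GC offset, in edgeR's quasi-likelihood test.

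With an estimated inter-gene correlation, 0 sets passed. The adjusted p was 0.0574 for estrogen response, 0.101 for G2 and M phase and for interferon response, 0.394 for cholesterol synthesis, immediate early and unfolded protein sets, and 0.463 for glycolysis and hypoxia. The cause was not tested.

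The immediate early and dissociation stress set, at 0.0498, moved to 0.0527 with median-of-ratios factors, 0.0627 with library totals, 0.061 with upper-quartile factors, 0.0755 at 1 CPM in 4 libraries, 0.14 at 10 counts in every library, 0.054 with DESeq2, 0.0597 without ribosomal protein genes and 0.0523 without small non-coding RNAs. Its adjusted p ranged from 0.014 to 0.165 across the 8 fits that each left out a library.

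Sets that did not pass changed direction in some fits. The quiescence-associated set reversed in fry (0.546), at 1 CPM (0.825) and at 10 counts (0.955), and ranged from 0.471 to 0.985 when each library was left out. The senescence-associated secretion set reversed in fry (0.925), with library totals (0.962), with upper-quartile factors (0.977) and without a filter (0.823), and ranged from 0.749 to 0.949. S phase ranged from 0.014 (without NPY1R high replicate 2, lower) to 0.757 (without NPY1R high replicate 4, reversed), and FOXO targets from 0.0194 (without NPY1R low replicate 4) to 0.692. The causes were not tested.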

Other observations

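The tests of GC content and of snoRNA host genes and the count of splits were set before their results were seen, and the other tests were chosen afterwards.

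Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes past the threshold as the labelled groups, namely the labelled split itself. The largest other split, which set replicates 1 and 2 of both groups against replicates 3 and 4, gave 13 genes. The other splits were fitted without the labelled groups, whose difference then added to the spread within each side. The 13 genes therefore do not measure the size of the replicate division. Adding that division as a term to the labelled comparison raised its calls from 1904 to 2886. With the GC trend of each library removed, 1821 of the 1904 calls remained, which argues against GC content as the whole cause. Copy number differences of large chromosome regions were also examined. Windows of 40 neighbouring genes were scanned first, and the largest median log2 change was 0.223, on chromosome 4. Windows of 100 genes were chosen after that result, and the median largest in absolute size was -0.157, on chromosome 9. The 553 genes placed on chromosome 9 had a median of -0.106, the lowest of the chromosomes examined. The median of all tested genes was -0.03. In absolute size, both exceeded the largest value in 100 shuffles of gene order (0.216 and 0.125), so changed genes are not placed at random. A gain from 4 to 5 copies would give 0.322, and such a shift planted at a single place was read as 0.303 in windows of 100 genes and 0.246 in windows of 40. The 40-gene value comes close to the planted one, so smaller regions, or a gain in part of the cells, stay open. No loss was planted, so a loss in part of the cells, including on chromosome 9, stays open as well.

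G2 and M phase genes fell while S phase genes did not. With the GC trend removed, the G2 and M set had a camera adjusted p of 1.96e-28 at the preset correlation. Without that correction, an estimated correlation gave 0.101, and the 2 changes were not combined. The mean change of the S phase set exceeded that of the G2 and M set by 0.628 (exact permutation p 0.0286, the smallest 4 against 4 libraries allow). The 2 sets therefore did not fall equally. How strongly each set follows the share of cells in its phase was not measured. The difference thus does not decide on an equal fall in the share of cells in S, G2 and M. Larger, brighter cells in the NPY1R high group would raise G2 and M genes, whose mean changed by -0.691. A lower share of cells in G2 and M, or lower expression of these genes per cell, may underlie the difference, and these counts do not separate them.

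Of 51 tested snoRNAs, 49 had higher counts in NPY1R high, with a median log2 change of 0.685, and 6 were called. Over all 8 libraries, the difference between the library means was within the spread between libraries (exact permutation p 0.0857). That test ignored the division of replicates 1 and 2 from 3 and 4, and no test used it. Within replicates 1 and 2 the lowest NPY1R high level was -0.0849 and the highest NPY1R low level -0.138. Within replicates 3 and 4 these were 0.414 and -0.0364, so the groups did not overlap within either subset. Without NPY1R high replicate 3 the median was 0.473 and 0 of 49 were called. With the GC trend removed the median was 0.718, 10 snoRNAs were called in place of 6, and no library's level moved by more than 0.014, over a range of 1.63 between libraries. The SNHG host transcripts had a median change of 0.072, and snoRNAs exceeded hosts by 0.54 (exact permutation p 0.143). Removing the GC trend did not reduce the median or the calls, which goes against GC content as the cause. Over all 8 libraries the snoRNA difference is itself within the spread, also with the trend removed (exact permutation p 0.0857). The tests fixed beforehand therefore exclude neither GC content nor host expression. Among 27 other small RNAs, the change fell with length (Spearman's rho -0.591 across genes, permutation p 0.00137). The median was 0.501 under 200 nucleotides and 0.16 above. That p treats the RNAs as independent, though all come from the same 8 libraries. It does not measure the spread between libraries. Better recovery of short RNAs in some NPY1R high libraries is a candidate explanation.

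The genes next to NPY1R on chromosome 4, in RefSeq order on GRCh38.p14, were raised with it. These were FSTL5 (log2 change 2.24), NAF1 (0.52), NPY5R (2.73), TMA16 (0.80) and MARCH1 (0.94), all chosen after their values were seen except NPY5R. The run holds 6 tested genes. None of 10000 random gene orders placed NPY1R in as long a run of raised genes (p 1e-04, the smallest they can give). All 6 were higher under each of 17 settings. All 6 passed the threshold in 11 settings and 5 of them in the other 6. A second run of 6 lies on chromosome 15. A single copy number gain would raise the genes about equally. NPY1R, which defines the groups, and NPY5R, which overlaps it, were left out of that test. The log2 changes of FSTL5, NAF1, TMA16 and MARCH1 had an SD of 0.76 over the genes, larger than in any other split of the libraries (exact permutation p 0.0286, the smallest 4 against 4 libraries allow, also with the GC trend removed). That argues against a single gain as the whole cause. Without FSTL5 the SD was 0.214, with the same exact permutation p, but NAF1 at 0.52 (SE 0.13) and MARCH1 at 0.94 (SE 0.15) lie close together, so this margin is narrow. A gain as part of the change, or 1 to which the genes respond unequally, was not tested. NPY5R counts were 1.06% ± 0.151 of NPY1R counts in NPY1R high and 1.40% ± 0.26 in NPY1R low (SD, n = 4 each, exact permutation p 0.0571). That test ignored the division of replicates 1 and 2 from 3 and 4. Within replicates 1 and 2 the shares were 1.27% and 1.05% in NPY1R high, and 1.4% and 1.73% in NPY1R low. Within replicates 3 and 4 they were 1% and 0.91% in NPY1R high, and 1.38% and 1.1% in NPY1R low. The groups did not overlap within either subset, but no test used this division. NPY1R reads assigned to NPY5R were therefore not told apart from a change of NPY5R itself. Shared regulation of the region may be a further explanation and was not tested.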
